A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

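Tail genomic DNA of 8 mice of 1 family (strain C57BL/6 in the sample labels, C57 BL/6JNrs in the series description) was compared with DNA of 1 reference male mouse by 2-colour array comparative genomic hybridization (array CGH). The mice were a sire (20mGyWM), a dam (20mGyWF) and their 6 F1 progeny (20mGyW1 to 20mGyW6). Each mouse was hybridized on 2 arrays with swapped dyes, so that its DNA was labelled with Cy3 on one array and with Cy5 on the other, which gave 16 arrays. The groups sire, dam and F1 were taken from the sample labels. The labels give no sex for the F1 mice, which were therefore reported singly and never averaged by sex. The series title describes irradiation of male mice at 20 mGy per day for 400 days, whereas the series description calls the sire of this family non-irradiated. The published methods describe irradiated sires and untreated dams. No result below rests on the exposure.

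Per the file headers, the authors extracted the scanner intensity values with Agilent Feature Extraction 10.7.1.1, which subtracted background, removed spatial trends and applied linear dye normalization, with no lowess step. The deposited processed signal intensity of each channel was used as the main input. The deposited scanner log10 ratio (Cy5 over Cy3) of the same spots served to find the direction of the series matrix. The deposited log2 values of the series matrix ran as reference over mouse on every array and followed the scanner ratio, with correlations of 0.97 to 1.00 in size across arrays. They were turned round and used as an alternative. How the authors made the series matrix values was not stated in the files.

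The log2 ratio of each probe was computed from the processed red and green signals. Control spots (6563 of 166445 features) and spots flagged as outliers (98 to 218 per array) were left out, and repeated spots of a probe were averaged. Each array was centred on the median of its autosomal probes and turned to mouse over reference. No loess or quantile normalization was applied. The 2 arrays of a mouse counted as 1 replicate. There were 155690 probes of 45 to 60 bp, of which 155639 were autosomal, 48 were X-linked and 3 were Y-linked. No spot was saturated.

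A probe was called positive when its log2 ratio exceeded 0.5 in size with the same sign on both arrays of a mouse, which is the threshold of the study's second screening. A positive probe was called supported when at least 1 other positive probe of the same sign lay within 3 probes on the chromosome. The study applied its rule to probes already positive in a first screening, which was not used here, so every probe of the array was treated alike. As background of the rule, probes were counted in the same way after turning the sign of one array, so that both arrays pass in the direction of the dye instead of the DNA. A de novo candidate region was a run of supported positive probes of one sign in an F1 mouse, joined over at most 3 probe steps, with no positive probe of that sign in either parent inside the run. The same rule was applied to each parent against the other 7 mice. Family regions were formed from the supported positive probes of all 8 mice, and a mouse was a carrier when at least 2 of its supported positive probes lay inside. Named regions followed a rule set before the data were examined: the 10 de novo candidate regions with most supported probes, the 3 regions carried by exactly 1 parent with most supported probes, and up to 3 losses and 3 gains carried by all 8 mice. Family regions of one sign within 100000 bp of each other were also joined into loci, and the 4 loci with most supported probes were described. That step, and the choice of those loci, came after the values had been seen.

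Means of the 2 arrays of each mouse were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, once with an intercept for the 8 mice against the reference and once for 6 F1 mice minus 2 parents, over 155318 autosomal probes measured in every mouse. The family fit called probes with a Benjamini-Hochberg adjusted p under 0.05 and a mean log2 ratio over 0.5 in size, and the generation fit called probes by the adjusted p alone. The reference is 1 animal, so its own spread does not enter the family fit, and the mice are relatives. All 28 splits of the 8 mice into 6 and 2 were fitted as well. With 1 mouse against 7, no exact test can give a p under 0.125, so single regions carry no p-value. Shares of F1 carriers have exact Clopper-Pearson 95% intervals. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for all other steps.

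Both procedures were tested on simulated data with the spread of the real mice or arrays. Among 155639 simulated autosomal probes, 29 of 30 planted new losses of 20 probes at a log2 change of -0.8 were found, none of 30 planted inherited losses was called new, and no region was called where nothing had been planted. In the simulated family comparison with 155318 probes, all 200 changed probes (log2 change of 1) were recovered with 0 false calls. In the simulated comparison of F1 with parents, 189 of 200 were recovered with 0 false calls. These changes were planted in every F1 mouse and in neither parent, so a change in a single F1 mouse was not simulated. The simulated noise was independent between probes, which the noise of the arrays was not. The inherited losses were planted at full size in the parent. On chromosome 11, by contrast, the dam lay at -0.31 where the F1 carriers lay between -0.76 and -0.55. Calls of a loss as new because a parent shows it at a smaller size were therefore not simulated.

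Alternatives chosen before the data were examined were thresholds of 0.4 and 0.8, the mean of the 2 arrays, either array alone, 2 other positive probes, a support distance of at most 2000 bp, joining over 10 probe steps, a stricter rule for the parents, each parent left out, slide as a random block, normexp background correction with an offset of 50, the median over probes of a named region, no median centring, the series matrix values, and only probes well above background on every array. The files used here hold no mean signal, so normexp was run on the median signal. Leaving out each mouse in the limma fits and removing each array's median per probe length were added after the data had been seen. The measure of the dam's position between other mice, used in the closing part, was changed once after its values had been seen, and both versions are given there. Positions are given in mm9, the build named in the file headers, counted from 1. The annotation in hand is of a later build, so no gene was assigned to any region.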

Results

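The second-screening array CGH of family 20mGyW was analysed to find copy number changes in the F1 mice that both parents lack. The array held 155639 autosomal probes placed around positions selected in a first screening. The median distance between the starts of neighbouring probes was 107 bp, and 11.7% of neighbouring probes lay over 1000 bp apart. Every mouse contributed 2 dye-swap arrays against the same male reference DNA. The sire and the dam are 1 animal each, and the F1 group holds 6 animals.

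Signals were well above background for 99.2% to 99.9% of probes on the 16 arrays. The spread of the differences between neighbouring probes (the derivative log2 ratio spread, a measure of array noise) lay between 0.12 and 0.16 on 13 arrays. It was 0.19 and 0.21 on the Cy3 and Cy5 arrays of the dam and 0.43 on the Cy3 array of 20mGyW3, whose Cy5 array had 0.13. The parents shared slide 1, 20mGyW1 and 20mGyW2 slide 2, 20mGyW3 and 20mGyW4 slide 3, and 20mGyW5 and 20mGyW6 slide 4. Slide and generation can therefore not be told apart for the parents. After turning the ratios to mouse over reference, the 2 arrays of a mouse were negatively correlated across autosomal probes in 7 mice, with r from -0.44 to -0.28, and positively in the dam, with r = 0.53. These correlations are across probes, which are not independent replicates. A negative value means that effects of the dye varied more across probes than differences between the DNA samples did.

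**Figure D1:**
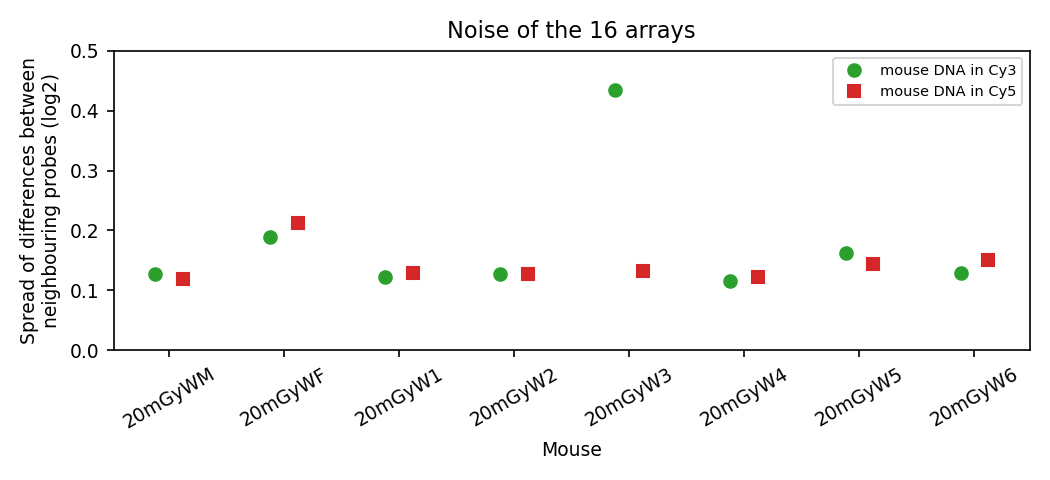
Spread of the log2 differences between neighbouring probes (y axis) for each of the 16 arrays, by mouse (x axis), with the mouse DNA in Cy3 as circles and in Cy5 as squares. The Cy3 array of 20mGyW3 stood apart at 0.43, and both arrays of the dam, at 0.19 and 0.21, lay above those of the sire, at 0.13 and 0.12.

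Sex-linked probes were examined to check the labels of the parents against the male reference. The mean log2 ratio of the 48 X-linked probes was 0.51 ± 0.09 (SD of 2 arrays) in the dam, and it lay between -0.02 and 0.00 in the sire, 20mGyW1, 20mGyW2, 20mGyW3 and 20mGyW4. In 20mGyW5 and 20mGyW6 the X-linked log2 ratio was higher, at 0.88 ± 0.11 and 0.90 ± 0.08. The dam minus sire difference was 0.51, and it fell to 0.39 with normexp correction, the alternative that moved it most. The 3 Y-linked probes averaged -0.73 ± 0.17 in the dam, -2.42 ± 0.23 in 20mGyW5 and -2.43 ± 0.11 in 20mGyW6. The sire had a Y-linked log2 ratio of 0.03 ± 0.18, and the other 4 F1 mice lay between -0.03 and 0.00. The Y-linked probes differed widely among themselves, with an SD over probes of 2.14 in 20mGyW5. The dam thus lay between the sire and these 2 F1 mice on both chromosomes, by more than the difference between its arrays.

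Positive probes were then counted in each mouse. Over the 8 mice, 4072 probe calls were positive and 1623 were supported, with 1098 losses and 525 gains. The dam alone had 551 supported positive probes, which were 258 losses and 293 gains and made up 0.354% of its probes. The sire had 77, all gains. Among the F1 mice the number was 176 in 20mGyW1, 52 in 20mGyW2, 129 in 20mGyW3, 277 in 20mGyW4, 179 in 20mGyW5 and 182 in 20mGyW6, a mean of 166 ± 73.8 (SD, n = 6). In the direction of the dye, 2060 probe calls were positive and 191 were supported. Of the 191, 112 were in 20mGyW3, 55 in 20mGyW5 and 12 in 20mGyW6. In each of the other mice there were 0 to 4. Of the 129 supported positive probes in 20mGyW3, 115 lay in the loss on chromosome 11 described below, which other F1 mice also carried. Requiring only the Cy3 array moved the total most, to 67967, of which 61077 were in 20mGyW3. With normexp correction the dam fell from 551 to 81, the sire from 77 to 17 and 20mGyW2 from 52 to 12. The other F1 mice kept 125 to 244.

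Family analysis gave 37 de novo candidate regions in the F1 mice, of which 29 were losses and 8 were gains. There were 12 in 20mGyW1, 2 in 20mGyW2, 7 in 20mGyW3, 6 in 20mGyW4, 6 in 20mGyW5 and 4 in 20mGyW6. Of the 37 regions, 24 held only 2 supported probes. As background, the rule was applied to each parent against the other 7 mice. It gave 1 region private to the sire and 219 private to the dam. An F1 candidate region had to be absent from the 2 parents only and could be shared with other F1 mice. The counts of parents and F1 mice are therefore not directly comparable. The count depended on the parents: it was 62 without the sire and 82 without the dam, and it was 12 when both parents had to lie within 0.25 of 0 and differ from the F1 mouse by over 0.5. The mean of the 2 arrays in place of both gave 3979, and the Cy3 array alone gave 12744, the alternative that moved the count most. In a comparison chosen after the values had been seen, the candidate regions were set against the regions of the parents. Within 100000 bp of a region of the same sign carried by a parent lay 17 of the 37 regions, namely 9 on chromosome 11, 7 on chromosome 4 and 1 on chromosome 14. The other 20 comprised 7 on chromosome 19, all in 20mGyW1, and 13 spread over chromosomes 2, 3, 5, 6, 7 and 14. Of these 13, 4 were losses on chromosome 14 in 20mGyW5 and 20mGyW6. There the dam lay between -0.27 and -0.16 and the sire between -0.01 and 0.04. Another 6 were losses of 2 supported probes in 20mGyW3, the mouse with most supported probes in the direction of the dye.

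The candidate regions with most supported probes lay on chromosome 19 in 20mGyW1. The region 54311216 to 54326435 held 36 probes, 25 of them supported, at a mean log2 ratio of -0.71 ± 0.03 (SD of 2 arrays) in 20mGyW1. The other 7 mice had a mean of -0.0028 with an SD of 0.02 between mice. The region 54331383 to 54341023 held 37 probes, 25 of them supported, at -0.70 ± 0.04. A further 3 named regions lay between and beside these, from 54326764 to 54330577 at -0.82 ± 0.04, from 54342062 to 54342667 at -0.77 ± 0.01 and from 54307277 to 54307874 at -0.79 ± 0.04. In the dam these 3 regions were at -0.19 ± 0.04, 0.02 ± 0.02 and 0.15 ± 0.01. In the first of them 20mGyW3 was at -0.17 ± 0.42. Together with 2 regions of 2 supported probes, the named regions spanned 54302492 to 54342667, a stretch of 40176 bp with 127 probes. These ends are those of the calling rule. In 20mGyW1 the 4 probes before the stretch, starting at 54302032, 54302151, 54302317 and 54302384, were at -0.65, -0.23, -0.45 and -0.70. Low values thus began before the stretch. Inside it, however, the probes starting at 54302788, 54302991, 54303111 and 54303628 were at 0.04, 0.04, -0.16 and -0.10. While 3 alternatives placed the start at 54302032, a threshold of 0.8, 2 other positive probes and normexp placed it at 54307277. The next probe after the stretch started at 54351710. Over this stretch the mean log2 ratio was -0.65 ± 0.03 in 20mGyW1, and 80 probes lay below -0.5. It was -0.02 ± 0.04 in the dam, 0.00 ± 0.03 in the sire and between -0.01 and 0.03 in the other F1 mice. Candidate regions of 20mGyW1 were found in this stretch under each alternative run for de novo candidate regions, with between 14 and 82 supported probes in all, although the Cy5 array alone left 3 regions. Normexp correction moved the named region values most, by up to 0.20, with no change of sign.

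**Figure D2:**
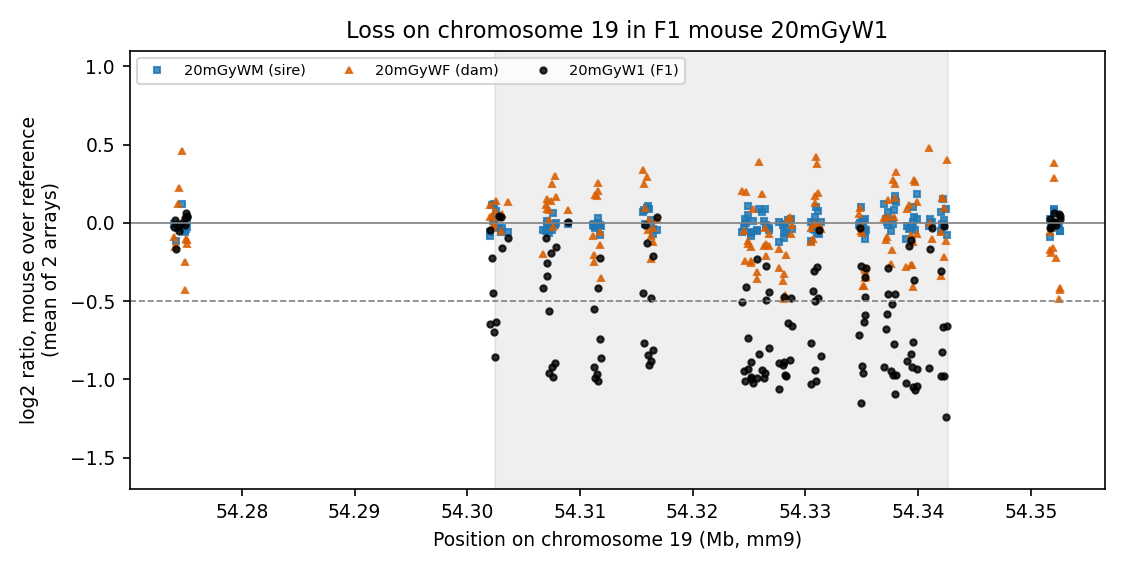
Log2 ratio of mouse over reference (y axis, mean of the 2 arrays of each mouse) for single probes along chromosome 19 (x axis, mm9 position in Mb), in the F1 mouse 20mGyW1 (circles), the sire (squares) and the dam (triangles). The shaded stretch runs from 54302492 to 54342667, and the dashed line marks -0.5. In 20mGyW1, 80 of the 127 probes in the stretch lay below the line, against 0 in either parent.

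Of the other named candidate regions, 4 lay on chromosome 11, where other F1 mice also carried the loss. In 20mGyW5 the region 78705430 to 78708869, with 13 supported probes, had a log2 ratio of -0.78 ± 0.04. In 20mGyW1 the regions 78670046 to 78672037 and 78705430 to 78706058 were at -0.72 ± 0.05 and -0.77 ± 0.08, and in 20mGyW6 the region 78679875 to 78680807 was at -0.69 ± 0.04. In each of these regions 4 other F1 mice had a positive loss probe, the sire lay between -0.01 and 0.03 and the dam lay between -0.30 and -0.22. The dam thus missed the threshold of 0.5 without lying at 0. The last named candidate region was a gain on chromosome 4 in 20mGyW4, from 101118638 to 101119774, with 3 supported probes at 0.58 ± 0.06. The sire had 0.51 ± 0.06 there and the dam 0.24 ± 0.13, so that it did not stand apart from the sire. Each named candidate region was also set against windows of as many probes in the same mouse. Outside the 4 largest loci, which were left out after the values had been seen, 0 of 153950 to 154686 windows had as low a mean for each of the 9 losses, and 1 of 154732 had as high a mean for the gain. With windows over 100000 bp away that touched those loci counted too, there were 0 to 46, so that losses of the same mouse elsewhere reached similar levels.

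To separate inherited from new changes, supported positive probes of all mice were joined into 277 family regions. Exactly 1 parent carried 249 of them, which were 231 with the dam and 18 with the sire. An F1 mouse also carried the region in 6 of the 231 and in 14 of the 18. Both parents carried 3 regions, and 25 had no parental carrier, 20 of these with 1 F1 carrier and 5 with more. The number carried by exactly 1 parent ranged from 1 at a threshold of 0.8 to 1968 with the Cy5 array alone. The named regions of this class, by supported probes, were 2 losses on chromosome 11 and 1 on chromosome 3, each carried by the dam. The chromosome 11 region 78679541 to 78705142, with 92 supported probes, was at -0.33 in the dam and was carried by 5 of 6 F1 mice, or 83.3% (exact 95% interval 35.9% to 99.6%). Its neighbour from 78665462 to 78679042, with 48 supported probes, was at -0.29 in the dam and had the same 5 carriers, 20mGyW1, 20mGyW3, 20mGyW4, 20mGyW5 and 20mGyW6. The chromosome 3 region 25416456 to 25445123, with 42 supported probes, was at -0.71 in the dam. It was carried by 20mGyW5 and 20mGyW6, or 33.3% of F1 mice (exact 95% interval 4.33% to 77.7%). These carriers were at -1.87 and -1.88 with the sire at 0.00, too deep for a loss passed on by 1 parent. They were also the F1 mice with high X-linked and low Y-linked log2 ratios. This share is therefore not to be read as one of inheritance.

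The loci described next were chosen after the values had been seen. Joining family regions of one sign within 100000 bp gave 239 loci, and 4 of them held 42 or more supported probes, while the next held 11. The chromosome 11 locus, 78665462 to 78717171 with 219 probes, had a mean log2 ratio of -0.55 ± 0.01 in 20mGyW1, -0.69 ± 0.07 in 20mGyW3, -0.76 ± 0.01 in 20mGyW4, -0.65 ± 0.05 in 20mGyW5 and -0.66 ± 0.04 in 20mGyW6. At this locus 20mGyW2 was at 0.01 ± 0.01, the sire at 0.00 ± 0.03 and the dam at -0.31 ± 0.05. The chromosome 4 locus, 101111326 to 101258140 with 471 probes, showed a gain of 0.45 ± 0.03 in the sire, 0.41 in 20mGyW2 and 0.49 ± 0.02 in 20mGyW4. The dam had 0.20 ± 0.03 there, and the other 4 F1 mice lay between 0.00 and 0.01. At the chromosome 3 locus the log2 ratio was -1.87 in 20mGyW5, -1.88 ± 0.03 in 20mGyW6 and -0.71 ± 0.07 in the dam, and it lay between -0.09 and -0.01 in 20mGyW1, 20mGyW2, 20mGyW3 and 20mGyW4. The fourth locus was the loss on chromosome 19 in 20mGyW1.

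**Figure D3:**
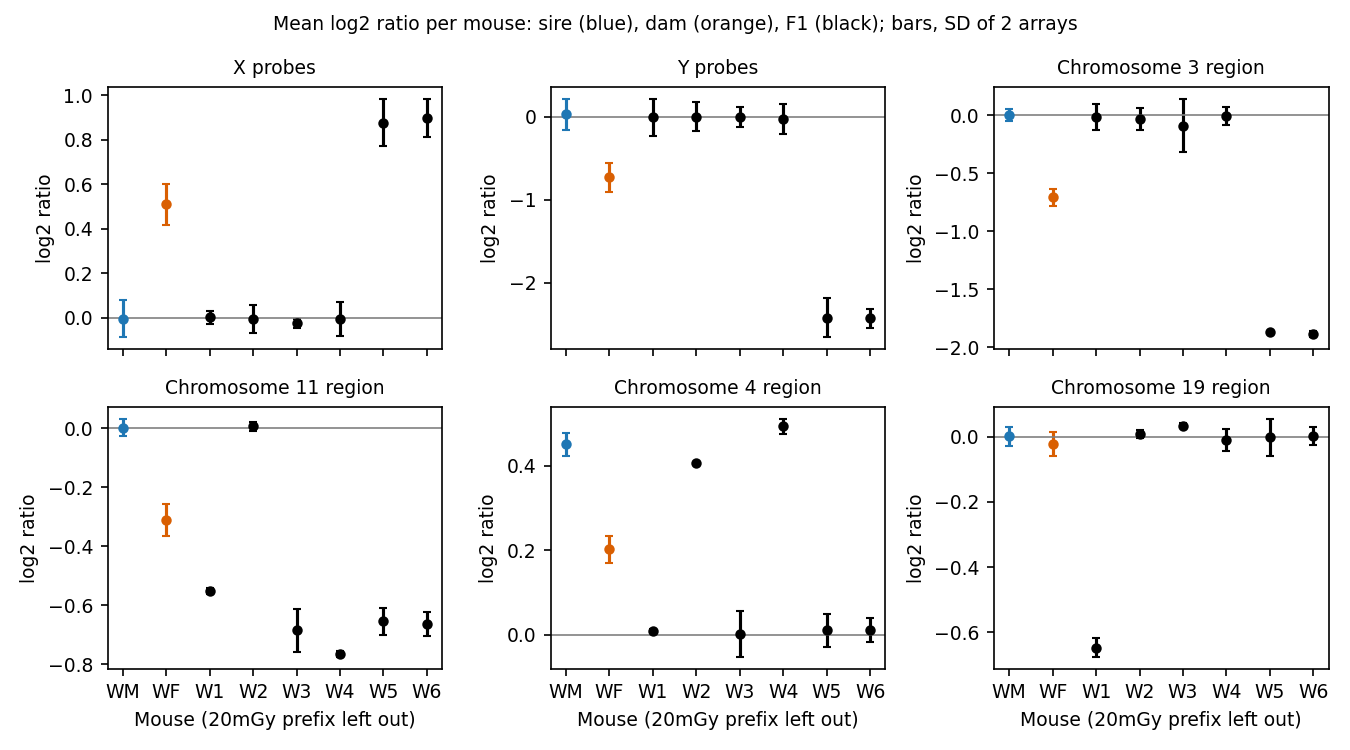
Mean log2 ratio of mouse over reference (y axes, each with its own range) per mouse (x axes) over X-linked probes, Y-linked probes and the loci on chromosomes 3, 11, 4 and 19. Points are means of the 2 arrays of the sire, the dam and the 6 F1 mice, and bars are the SD of the 2 arrays. The dam lay between the sire and 20mGyW5 in the first 5 panels, for example at 0.51 on X and -0.71 on chromosome 3, and near 0 on chromosome 19.

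No family region was carried by all 8 mice, so no region was named in that class. Just 1 such region appeared at a threshold of 0.4, with the mean of the 2 arrays, and with the Cy5 array alone, and 2 with the Cy3 array alone. In the limma fit of the 8 mice against the reference, 7 of 155318 probes were called, all of them losses on chromosome 14 between positions 53716038 and 54122706. The lowest adjusted p, 5.74e-05, belonged to probe A_67_P09562034 at 53759005 to 53759064, with a mean log2 ratio of -0.61 ± 0.05 (SD, n = 8) and a value below 0 in 8 of 8 mice. The Cy3 arrays alone gave 388 probes, the alternative that moved this count most. Leaving out 20mGyW4 or 20mGyW6 reduced it to 4. With slide as a random block the number stayed at 7.

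Generations were compared by the limma fit of 6 F1 mice against 2 parents. This contrast looks for changes shared by the F1 mice, and it says little about a change in a single F1 mouse. No probe of 155318 passed an adjusted p of 0.05, the smallest adjusted p was 0.654, and 10470 probes had an unadjusted p under 0.05. The count was also 0 with each parent left out, with slide as a random block and under every other alternative tried. The smallest adjusted p under an alternative was 0.0549, reached without the sire, and the largest was 1.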

Values the study reported

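For mouse 20mGyW1, placed in the irradiated group, the study listed 1 de novo deletion on chromosome 19 with an estimated size of 40,175 bp. It counted 14 positive probes in its first array CGH and more than 50 in its second. The study also checked this deletion by quantitative PCR, a separate method for which no data were used here. Its counts of F1 mice likewise include only changes that passed that check. Over all families, the study reported de novo deletions in 20.4% of F1 mice (29 out of 142) from the irradiated group and in 7.1% (11 out of 156) from the control group.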

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

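All tests described here were chosen after the results had been seen. Of 24 results measured in the 6 F1 mice, 15 had 1 mouse far from the others. Chance alone would single out about 5% of results, but that rate holds only for independent results chosen without regard to their values. Many of the 15 are parts of the same 2 loci. The chromosome 19 locus and its 5 named regions were selected because 20mGyW1 alone passed the threshold there, so that its distance from the other mice was built in and is no test. The value given for each is the gap of the extreme mouse to its nearest neighbour as a share of the range.

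The mouse 20mGyW1 stood apart on chromosome 19, with a gap of 0.934 of the range for the whole locus and of 0.913, 0.962, 0.755, 0.902 and 0.931 for the named regions that start at 54311216, 54331383, 54326764, 54342062 and 54307277. Noise of the arrays is argued against, since 0 of 151880 other windows of 127 probes in 20mGyW1, outside the 4 loci, reached as low a mean. The count is a limited test. The stretch was chosen for its low probes, and the loci were left out after their values had been seen. A loss carried by the dam and hidden by DNA of another mouse in its sample is argued against as well. Under the mixture described under the other observations, a carrier dam would lie at -0.33 (-0.29 with the first version of the mixture measure), and the measured value lay 0.31 above that. A new loss in 20mGyW1, or in germ cells of a parent, may be a candidate explanation. Tail DNA says nothing about germ cells, and this hypothesis was found and tested on the same arrays. Irradiation of the sire was not tested, since there is no other family here to compare with.

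The mouse 20mGyW2 stood apart on chromosome 11, as the only F1 mouse without the loss. Its gap was 0.724 of the range for the locus, 0.723 and 0.703 for the regions carried by the dam that start at 78679541 and 78665462, and 0.767, 0.794, 0.842 and 0.709 for the 4 candidate regions there. Here 5 carriers among 6 progeny is a share whose exact interval, 35.9% to 99.6%, includes the 50% of a loss on 1 chromosome of 1 parent. No technical explanation was tested for the value of 20mGyW2 itself.

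The mouse 20mGyW3 stood apart in the SD of its averaged log2 ratios, with a gap of 0.871 of the range. Its DNA as such is argued against as the reason, since the scanner's own noise measure was 0.13 on its Cy5 array against 0.42 on its Cy3 array. The slide is argued against too, since none of the other 3 arrays of the slide exceeded 0.13. A fault of this single hybridization stays open. No biological explanation was tested.

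The correlation between the 2 arrays of 20mGyW4, at -0.28, lay above those of the other F1 mice, with a gap of 0.696 of the range. No explanation was tested for it, technical or biological.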

How the results depend on the processing

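Over all results, 182 values were recomputed under an alternative. Of these, 126 stayed close to the main value (some by construction, as described for the named regions), and 56 moved further. None of the 97 log2 values among the 182 changed sign, and the other 85 are counts, which cannot. Among the counts, 29 and 53 candidate regions against 37 were taken as close. A count of 4 probes differing from the reference against 7 was taken as moved further. The values without each F1 mouse, the family values without a parent, and those after removing the median per probe length were chosen after the data had been seen. No paired analysis was possible because the groups share fewer than 2 replicate numbers.

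The number of supported positive probes, 1623, was 3731 at a threshold of 0.4, 380 at 0.8, 16850 with the mean of the 2 arrays, 1045 with 2 other positive probes, 7289 with the Cy5 array alone, 67967 with the Cy3 array alone and 914 with normexp. It stayed between 1521 and 1640 under the other alternatives. The mouse 20mGyW3, with its noisy Cy3 array, held 61077 of the 67967 and 13304 of the 16850, and the dam held 4542 of the 7289. The cause of these changes was not tested.

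The 37 de novo candidate regions became 72 at a threshold of 0.8, 3979 with the mean of the 2 arrays, 13 with 2 other positive probes, 324 with the Cy5 array alone, 12744 with the Cy3 array alone, 14 when joined over 10 probe steps and 12 under the stricter rule for the parents. They numbered 62 to 82 with 1 parent left out. Longer joins and the stricter rule lower the count by construction. With normexp there were 53, at a threshold of 0.4 there were 29, and the remaining alternatives gave 34 to 38.

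Regions carried by exactly 1 parent, 249 in the main setting, numbered 884 at a threshold of 0.4, 1 at 0.8, 843 with the mean of the 2 arrays, 34 with 2 other positive probes, 1968 with the Cy5 array alone, 1460 with the Cy3 array alone and 34 with normexp, and otherwise 206 to 259. Regions carried by all 8 mice numbered 1 at a threshold of 0.4, 1 with the mean of the 2 arrays, 1 with the Cy5 array alone and 2 with the Cy3 array alone, and otherwise 0. The cause was not tested.

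The X-linked difference of dam minus sire, 0.51, was 0.39 with normexp, 0.48 with the series matrix and 0.49 with probes well above background, a shift larger than the SD between the dye orientations. The probes differing from the reference numbered 205 with the Cy5 arrays alone, 388 with the Cy3 arrays alone and 54 by the adjusted p alone, against 7, and 4 to 8 with 1 mouse left out. In the comparison of F1 with parents 0 probes were called under every alternative, by limma, with 1150 to 39008 probes at an unadjusted p under 0.05, apart from the version that also asks for a difference over 0.5, where there were 396. Leaving out 1 parent leaves a single mouse in that group, which is assumed to vary like the F1 mice.

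Of 91 recomputed values of the 13 named regions, 26 come from a single array and cannot leave the SD of the 2 arrays by construction, and for 8 the filter on background removed no probe. Of the other 57 values, 36 stayed within that SD and 21 moved beyond it with the same sign, by at most 0.20. Of the 155639 autosomal probes, 153858 were well above background on every array. Leaving out the others lowered the supported positive probes of the dam from 551 to 480 and the regions carried by exactly 1 parent from 249 to 217.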

Other observations

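All tests in this part were chosen after the results had been seen, apart from the count of splits, which had been planned. For F1 against parents, 28 of the 28 splits of the 8 mice into 6 and 2 gave as many called probes as the real one. As the real split gave 0, no other outcome was possible, and the count says nothing about chance. Another split, the dam with 20mGyW3 against the other 6 mice, called 64305 probes. The split of 20mGyW5 with 20mGyW6, which share slide 4, called 41, all lower in these 2 mice, and 24 of the 41 lay in the chromosome 3 loss that both carry. These mice were also the only F1 mice with high X-linked and low Y-linked log2 ratios. Slide and sex can therefore not be told apart in this split. The cause of the others was not tested.

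The dam lay between the sire and 20mGyW5 and 20mGyW6 on the sex-linked probes and at 3 autosomal loci. On a linear scale, fitted over probes, its ratio lay 51.4% of the way from 20mGyW5 to the sire on X, 43.6% on Y, 47.1% on chromosome 3, 48.0% on chromosome 11 and 46.7% on chromosome 4. Against 20mGyW6 these positions were 50.9%, 44.2%, 47.1%, 48.5% and 46.5%. A first version of this measure, from the mean log2 ratio per locus, gave 49.2% on X, 49.9% on Y, 46.7% on chromosome 3, 46.5% on chromosome 11 and 39.9% on chromosome 4 against 20mGyW5. It was replaced after these values had been seen, because 1 of the 3 Y-linked probes hardly responds, and in that version the positions without chromosome 4 differed by at most 0.034. DNA of the reference animal in the sample, or compressed ratios, are argued against. At 38 probes where 6 other mice differed alike from the reference, the slope of the dam was 1.05 ± 0.09 (bootstrap SD over probes), close to 1. However, 36 of those probes lie on chromosome 14, so that this rests on nearly a single region. Loss of an X chromosome in the dam is argued against, since its Y-linked log2 ratio lay 1.69 above that of 20mGyW5. Another mouse under the label of the dam is argued against by a gap of 0.37 between its X-linked log2 ratio and that of the nearest other mouse. DNA of a male that carries the chromosome 11 loss is argued against, as the dam then would lie at the level of the F1 carriers and not at -0.31. What stays open is that 43.6% to 51.4% of the DNA on the arrays labelled dam may come from a male without that loss. The positions on X, Y, chromosome 3 and chromosome 11 differed by at most 0.079 on a scale of 0 to 1, less than the largest SD between the 2 arrays of the dam, 0.109. On its Cy5 array alone they differed by 0.208, with X highest and Y lowest, and on its Cy3 array alone by 0.072, with Y highest and X lowest, so the shares are loosely measured. The sire and 20mGyW2 are the males of the family without that loss, and the data do not name the source. A dam with cells of both kinds was not tested.

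Such a mixture would bear on the family analysis, since a change carried by the dam would be read at a smaller size. On chromosome 11 the dam missed the threshold at most probes, and 9 of the 37 candidate regions lie there. At the 4 candidate losses on chromosome 14 away from regions of a parent, 20mGyW5 and 20mGyW6 lay between -0.74 and -0.59. The dam, at -0.27 to -0.16, lay between them and the sire, at -0.01 to 0.04. These regions may thus be affected too, but they were not tested against the mixture. The gain on chromosome 4 could be carried by the dam herself or come with the other DNA. If both parents carried it on 1 chromosome, 75% of progeny would be carriers, and the exact binomial chance of as few as 2 of 6 is 3.76%. The level in the dam cannot tell the cases apart. A dam with the gain, mixed with DNA of a male without it, would lie about where a dam without it would lie when mixed with DNA of the sire or 20mGyW2, which carry it.

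The dam had 219 private regions, 196 of them with 2 supported probes. Variants that the dam could pass on are argued against for most of them, since 2.60% of the 231 regions carried by the dam and not the sire had an F1 carrier, where a variant on 1 chromosome reaches at least 1 of 6 progeny in 98.4% of cases. Probe length, a stand-in for base composition, is argued against as the whole reason, since 130 of the 219 private regions overlapped one of the 175 found when the median per probe length was removed. A probe effect shared with arrays of other mice may contribute. In 20mGyW4, 93.6% of the 219 regions had the sign of the dam, with a median of 0.12 in that direction, and in the sire it was 92.2%. In 20mGyW1, 20mGyW2, 20mGyW5 and 20mGyW6 the share was 20.1% to 34.2%. The Cy3 array of 20mGyW3 had the sign of the dam in 88.1% and its Cy5 array in 6.85%.

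The loss on chromosome 3 in 20mGyW5 and 20mGyW6 is too deep for an autosomal loss passed on by a parent. The sire had no loss there and would pass on a copy, yet 20mGyW5 was at -1.87, against -0.55 to -0.76 for the F1 carriers on chromosome 11. The slide of these mice is argued against by the value of -0.71 in the dam, which was on another slide. Copies of this sequence on the Y chromosome, missing from the mm9 placement of the probes, stay open. The dam lay 0.035 further towards the sire at this locus than on the Y-linked probes (position between 20mGyW5 and the sire). That cannot tell, because a mixture puts every locus near the same position, and the chromosome 11 and 4 loci lay there as well. The F1 sexes are not in the labels, and sequence of the Y chromosome was not searched. The sex-linked probes, however, set the same 2 F1 mice apart. In 20mGyW5 and 20mGyW6 the X-linked log2 ratios were 0.88 and 0.90, and the Y-linked ones were -2.42 and -2.43. Those of 20mGyW1, 20mGyW2, 20mGyW3 and 20mGyW4 lay between -0.03 and 0.00 on both chromosomes. This goes with copies on the Y chromosome, but it rests on 2 F1 mice that also share a slide.

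A loss of 2 probes on chromosome 7, from 18817154 to 18817241, was at -1.10 in 20mGyW5 and -0.91 in 20mGyW6 and between -0.10 and 0.17 in the other mice. With copies on the Y chromosome, the mixture in the dam would give a value of -0.52 there, and the dam lay 0.62 above it. That goes against such copies but does not exclude them. It rests on 2 probes of the dam, whose averaged log2 ratios had an SD of 0.24 over autosomal probes. An effect of slide 4, which holds only these mice, cannot be told apart from a real loss in both, since the region holds 2 probes and no other mouse was on that slide.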
